# Identification of transcription factor binding sites using ATAC-seq

**DOI:** 10.1186/s13059-019-1642-2

**Published:** 2019-02-26

**Authors:** Zhijian Li, Marcel H. Schulz, Thomas Look, Matthias Begemann, Martin Zenke, Ivan G. Costa

**Keywords:** Computational footprinting, Open chromatin, ATAC-seq, Cleavage bias

## Abstract

Transposase-Accessible Chromatin followed by sequencing (ATAC-seq) is a simple protocol for detection of open chromatin. Computational footprinting, the search for regions with depletion of cleavage events due to transcription factor binding, is poorly understood for ATAC-seq. We propose the first footprinting method considering ATAC-seq protocol artifacts. HINT-ATAC uses a position dependency model to learn the cleavage preferences of the transposase. We observe strand-specific cleavage patterns around transcription factor binding sites, which are determined by local nucleosome architecture. By incorporating all these biases, HINT-ATAC is able to significantly outperform competing methods in the prediction of transcription factor binding sites with footprints.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-019-1642-2) contains supplementary material, which is available to authorized users.

## Background

DNase-I hypersensitive sites sequencing (DNase-seq; [1–4]) and Assays for Transposase-Accessible Chromatin sequencing (ATAC-seq; [5, 6]) are two widely used protocols for genome-wide identification of open chromatin. DNase-seq and ATAC-seq are based on the use of cleavage enzymes (DNase-I and Tn5, respectively), which recognize and cleave DNA in open chromatin regions. Sequencing and the alignment of reads from these fragments allows the detection of open chromatin by identifying genomic intervals with many reads [1, 2]. However, the presence of transcription factors (TFs) bound to the DNA prevents the enzyme from cleavage in an otherwise nucleosome-free region. This leaves small regions, referred to as footprints, where read coverage suddenly drops within peak regions of high coverage.

Computational methods scanning open chromatin profiles to find footprints have been shown to predict transcription factor binding sites (TFBS) with high accuracy in DNase-seq data [7, 8]. Among others, computational footprinting has been used to detect the regulatory lexicon of several cell types [9, 10], to measure the effects of genetic variants in TF binding [11] and to assess changes in the activity of TFs, e.g., during inflammatory responses [12] or fasting conditions [13]. Computational footprinting, which only requires a single open chromatin experiment per cell of interest, is a powerful tool to study regulatory processes.

ATAC-seq has several experimental advantages over DNase-seq: it requires fewer cells (50.000 to single cells) and is less laborious [5, 6]. Not surprisingly, the number of ATAC-seq-based studies deposited in Gene Expression Omnibus is twelve times higher than the number of DNase-seq-based studies in the last year (366 ATAC-seq vs. 29 DNase-seq)^1^. There is also two times more ATAC-seq samples than DNase-seq samples per study, confirming that its experimental simplicity makes it a good choice for studies with large sample size, for example in clinical settings [14]. However, computational footprinting is still poorly explored in ATAC-seq data. The single study contrasting ATAC-seq and DNase-seq shows that ATAC-seq footprints have inferior accuracy than DNase-seq footprints [15]. It was also reported that ATAC-seq average footprint profiles are not so well defined as average footprint profiles from DNase-seq [11]. However, all the work with footprinting in ATAC-seq so far [5, 15, 16] used computational methods tailored to DNase-seq data and ignored characteristics intrinsic to the ATAC-seq protocol.

A possible reason for the lower performance of ATAC-seq footprinting might be the cleavage enzyme Tn5 itself, which has a large (17bp) “Tn5 motif” [5, 17] and a complex cleavage mechanism requiring a Tn5 dimer for action. The large size of the Tn5 dimer makes cleavage events dependent on structural features of the neighboring proteins (TFs or histones) and on the size of accessible DNA [18]. Cleavage events in small linker DNA between nucleosomes are possible, but less likely than cleavage of fragments from active regulatory regions [5]. Importantly, the DNA binding preferences of enzymes cause sequence-specific cleavage bias. Thus, computational bias correction is an important aspect of the analysis of DNase-seq [19, 20] and ATAC-seq data [21]. Some work uses position weight matrices (PWMs), which assume independence between positions, to model DNase-seq bias [22]. However, most bias correction methods infer bias estimates using *k*-mer sequences around the start of aligned reads, by estimating the probability of finding a *k*-mer at read start sites against occurrences in the genome [19]. For DNase-seq, a *k* equal to 6 was frequently used [8, 11, 19, 20, 23]. This method requires the estimation of a multinomial distribution and is likely to suffer from overfitting for large *k*-mers [24]. Alternatively, position dependency models (PDMs) allow flexibility in the type of dependencies being modeled [25, 26]. They have been shown to overcome the problem of overfitting in modeling protein-DNA binding preferences. We are unaware of methods exploring effects of the local chromatin structure in ATAC-seq or the use of PDMs for modeling the bias of cleavage enzymes.

Here, we propose HINT-ATAC, which is the first footprinting method dealing with the characteristics of the ATAC-seq protocol. First, we propose the use of a probabilistic PDM based on sparse local inhomogeneous mixtures (SLIM) models for the correction of cleavage bias [26] and evaluate it for both ATAC-seq and DNase-seq protocols. Second, we model a novel observation that ATAC-seq cleavage events show a strand bias, which is associated to the number of nucleosomes in ATAC-seq fragments. HINT-ATAC, which is based on hidden Markov models, uses strand-specific, nucleosome-size decomposed, and bias-corrected signals to identify footprints. We show that HINT-ATAC significantly improves the recovery of footprints supported by TF ChIP-seq data [8, 27] from ENCODE cell lines [9]. Moreover, HINT-ATAC footprints have similar predictive accuracy using either ATAC-seq or DNase-seq protocols. Finally, as an example of practical application of footprint analysis, we use HINT-ATAC to detect TFs associated with immune dendritic cell (DC) specification.

## Results

### The transposase Tn5 has a complex cleavage bias

Cleavage bias is caused by the preference of enzymes to cleave particular DNA sequences [19] as indicated by the motifs around the start sites of DNase-seq and ATAC-seq reads (Fig. 1a, b). Motifs are similar for distinct ATAC-seq libraries and protocol variations such as standard [5], Omni-[6], and Fast-ATAC [28] (Additional file 1: Figure S1). The Tn5 dimer cleaves the DNA by inserting two distinct adapters in the DNA fragment ends. Cleavage leaves two 9 bps single-strand DNA ends that are later extended in the ATAC-seq protocol (Fig. 1c). The fact that Tn5 works as a dimer, where two Tn5 proteins bind to the DNA in reverted orientations, causes the large (9–13 bps) palindromic Tn5 motif (Fig. 1a). Moreover, the motif is centered around position + 5 relative to the read start, which represents the middle position of the Tn5 cleavage event. In contrast, DNase-I leaves a short motif close to the start of reads in DNase-seq experiments (Fig. 1b).

**Fig. 1:**
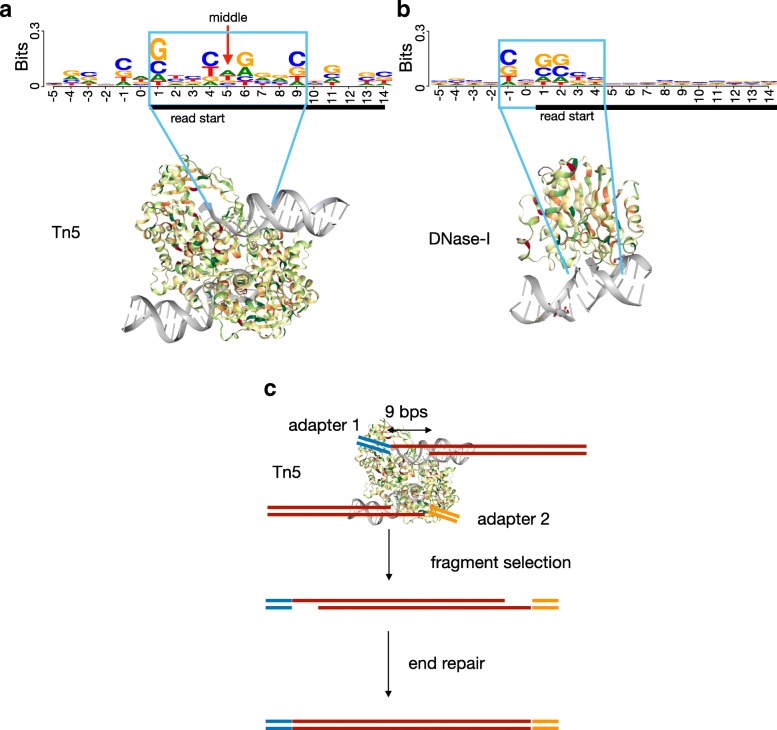
Cleavage enzymes of ATAC-seq and DNase-seq. Sequence motif relative to aligned read starts after cleavage with Tn5 and DNase I enzymes on naked DNA ATAC-seq (**a**) and DNase-seq (**b**) experiments. Position 1 corresponds to the start position of the ATAC/DNase-seq read. The size of the motifs is reflected by the structural protein contacts of Tn5 and DNase-I (Protein Data Bank entries 1MM8 and 2DNJ). **c** Tn5 inserts adapters in both DNA ends. Moreover, DNA is cleaved into two 9 bps single ends, which are later repaired in the ATAC-seq protocol

### Position dependency models improve cleavage bias correction

We evaluate here the use of position dependency models (PDM) to estimate the bias of Tn5 cleavage events. HINT-ATAC considers the fifth base of ATAC-seq reads as the cleavage event as in [5]. A PDM learns relevant dependencies from the data and is less likely to overfit than *k*-mer-based approaches, when large sequences need to be considered. We compare the performance of PDMs to *k*-mer or PWM-based bias correction, the two methods previously used in the literature (see the “Method” section). This includes an analysis of the optimal word size *k* necessary to capture cleavage bias for both Tn5 and DNase-I. Cleavage signals obtained by distinct correction methods (and uncorrected signals) are given as input for the footprinting method HINT [7] (Additional file 1: Figure S2). We then evaluate the recovery of footprints with binding sites supported by ChIP-seq peaks on 32 TFs from the GM12878 cell (training dataset). For this, we calculate the area under precision recall curve (AUPR) and the area under receiver operating characteristics curve (AUC) for distinct false positive rates (1%, 10 *%*, and 100%) for each TF as in [8]. A final ranking score is obtained by combining the ranking of a method for each of the six statistics. A higher ranking score indicates higher recovery of ChIP-seq supported footprints.

The comparative analysis indicates that PDMs are best for footprint detection in all evaluated libraries with the exception of Omni ATAC-seq, where *k*-mer and PDM tied first (Fig. 2a, b, Additional file 1: Figure S4). One important question is the robustness of methods when estimated on libraries with different sequencing depths. Therefore, we perform random under-sampling of an ATAC-seq library by decreasing its size from 70 to 35 million reads. We observe that the PDM is ranked first when considering only 75% or 50% of Omni-ATAC-seq reads (Additional file 1: Figure S4). Moreover, bias estimates from PDMs remain highly similar after under-sampling, while *k*-mer estimates show increasing variance with less reads (Additional file 1: Figure S5). Another relevant question is the size of the sequence (*k*), which needs to be considered for capturing cleavage bias. Interestingly, smaller sequences (4–8) are selected for DNase-seq data, while larger sequences (8–12) are best for ATAC-seq protocols (Fig. 2a, b).

**Fig. 2:**
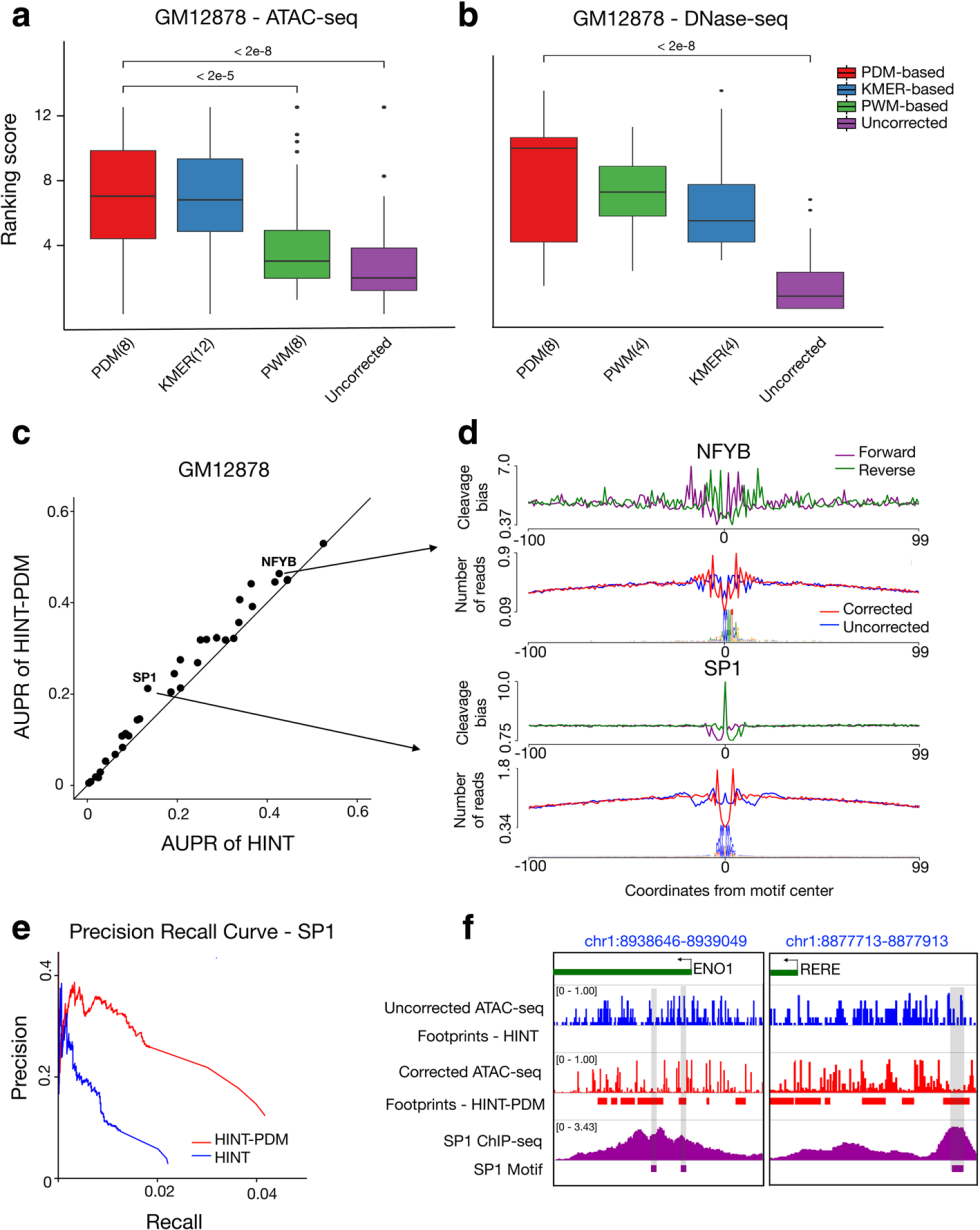
Strategies for cleavage bias correction. Comparison of bias estimation methods in standard ATAC-seq (**a**) and DNase-seq (**b**) on 32 TF ChIP-seq data sets from GM12878 cells. The *y*-axis denotes the ranking score, where higher values indicate higher recovery of footprints supported by TF ChIP-seq peaks. Numbers after methods names (*x*-axis) indicate optimal word size (*k*). *p* values are based on the Friedman-Nemenyi test (see Additional file 1: Table S1–S12 for complete results). **c** The scatter plot contrasting AUPR of HINT with PDM-based estimation with 8-mers (*y*-axis) and HINT without bias correction (*x*-axis) in GM12878 cells. **d** Bias estimates and average ATAC-seq signals centered around NFYB and SP1 motifs supported by a ChIP-seq peaks in GM12878 cells. **e** Precision-recall curve also supports the improvement in prediction of SP1 ChIP-Seq supported binding sites with cleavage bias correction. **f** ATAC-seq cleavage signals and footprint predictions with (HINT-PDM) and without (HINT) bias correction in two selected genomic regions. Footprint predictions on bias-corrected signals match SP1 motifs supported by ChIP-seq peaks, while no footprints are predicted in uncorrected ATAC-seq due to the presence of cleavage sites within the SP1 motif

These results fit with the observation that the most conserved positions in the Tn5 motif, i.e., positions 1 and 9 in Fig. 1a, are farther away than in the DNase-I motif, i.e., positions −1 and 2. As a consequence, a larger sequence size is necessary to correct the Tn5 bias. We also observe that the distribution of cleavage bias estimates is more dispersed in ATAC-seq than in DNase-seq (Additional file 1: Figure S6), which indicates more extreme bias for particular sequences for ATAC-seq libraries. Another important question is the dependencies between sequence positions, which are observed on parameters learned by PDMs or by a statistical test proposed in [29]. While neighboring (first order) dependencies are most relevant for both Tn5 and DNase-I enzymes, a few higher order dependencies are relevant for ATAC-seq (Additional file 1: Figure S7). These results support the fact that PDMs, which learn relevant dependencies from the data, are more suitable for modeling the bias of Tn5. We adopt the use of PDM with *k*=8 as standard in HINT-ATAC in all experiments below.

Another relevant question is the use of ATAC-seq and DNase-seq libraries performed on naked DNA, which were previously proposed as control libraries for measurement of cleavage bias [30]. However, results indicate that bias estimates based on GM12878 cells have higher ranks than the use of naked DNA (Additional file 1: Figure S8). This is also supported by the similarity of bias estimates on several ATAC-seq libraries, where bias estimates based on the naked DNA group apart from bias obtained in the libraries themselves (Additional file 1: Figure S8). Given that cleavage bias varies in distinct degrees for each library, these results support the use of bias estimates based on reads from the ATAC-seq library at hand.

### Cleavage bias estimates and TF-specific impact

It was previously shown that the impact of cleavage bias correction is TF-specific [8, 19, 30], i.e., TFs with motifs similar to the enzyme motif will not leave clear footprints. Therefore, we compare the AUPR of 32 individual TFs predicted with bias-corrected and uncorrected signals (Fig. 2c). Most of the TFs (29 out of 32) have an increase in AUPR, while the AUPR decrease for 3 TFs is marginal (average of 0.003; Additional file 1: Figure S9). As expected, TFs with the highest increase in AUPR (NFYB and Sp1 Fig. 2d, e) have depletion of ATAC-seq cleavage sites around their binding sites after bias correction. Moreover, ATAC-seq profiles in individual genomic locations also support the advantage of cleavage bias correction in the detection of footprints (Fig. 2f).

### Incorporation of nucleosome density and strand information improves footprinting

We observe strong strand-specific patterns on average ATAC-seq profiles around CTCF ChIP-seq peaks (Fig. 3a), which was not reported before for ATAC-seq data. This is also observed in individual genomic loci with CTCF-binding sites (Additional file 1: Figure S10). As strand specificity is particularly high in linker regions, we reason that it could be associated with the number of nucleosomes included in the ATAC-seq fragment. Sizes of ATAC-seq fragments, which can be estimated from paired-end sequencing libraries, have typical modal distributions associated to fragments with zero, one, two, or more nucleosomes [5]. We observe that distinct ATAC-seq protocols have slightly distinct fragment size distributions, which reflect their bias towards more (or less) nucleosome-containing fragments (Fig. 3b).

**Fig. 3:**
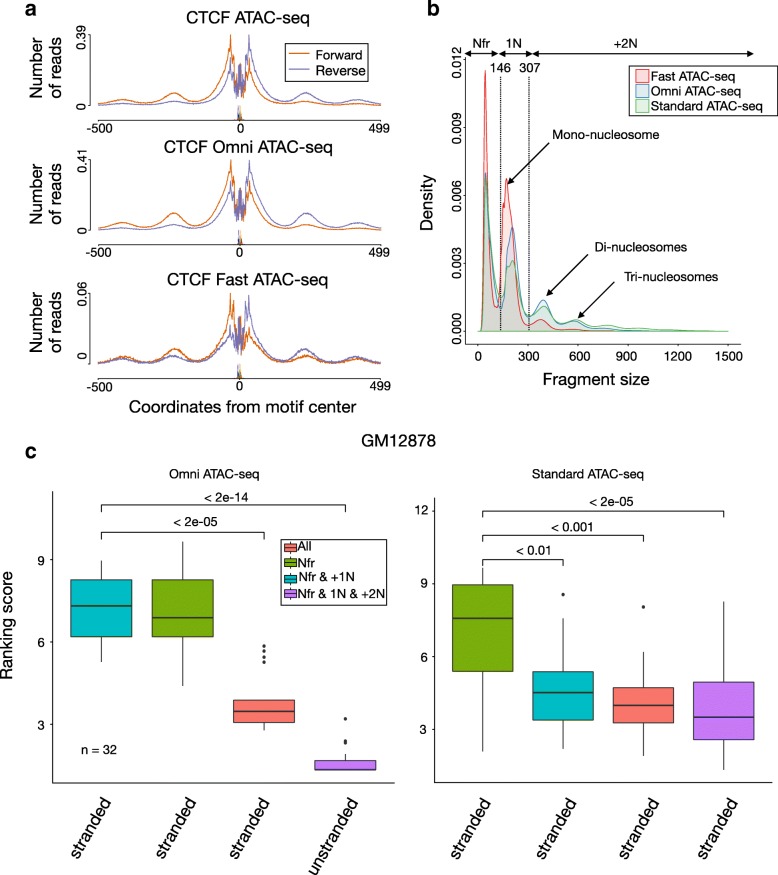
Local nucleosome architecture and footprints. **a** Cleavage profiles around CTCF ChIP-seq peaks indicate strand-specific cleavage preference left/right of the TF binding site for distinct ATAC-seq protocols in GM12878 cells. Smaller peaks away from the center represent linker regions between histones. **b** Fragment size distribution for ATAC-seq protocols on GM12878 cells indicates clear peaks representing fragments with particular numbers of nucleosomes. Local minimum values were used to define nucleosome-free fragments Nfr, fragments with one nucleosome 1N and fragments with one or more +2N nucleosomes. **c** Comparison of HINT-ATAC models with distinct nucleosome decomposition strategies of Omni ATAC-seq (left) and standard ATAC-seq (right) on GM12787 cells. A higher ranking score (*y*-axis) indicates highest recovery of ChIP-seq supported binding sites. Labels in the *x*-axis indicate if strand information is used by the model. *p* values are based on the Friedman-Nemenyi test

Therefore, we decompose ATAC-seq cleavage signals by only considering reads from nucleosome-free fragments or reads from fragments with a particular number of nucleosomes (Additional file 1: Figure S11). We evaluate the performance of HINT-ATAC by providing ATAC-seq signals with reads from distinct decomposition strategies (fragment sizes) as input and by varying the number of HMM states (see the “Method” section and Additional file 1: Figure S12). This includes considering all reads (all), nucleosome-free fragments (Nfr), nucleosome-free and nucleosome-containing fragments, (Nfr & +1N) and nucleosome-free, one nucleosome, and two or more nucleosomes fragments (Nfr & 1N & +2N). We further evaluate the use of strand-specific and non-strand specific signals, where the dimensions of input signals vary from 2 to 12^2^. HINT-ATAC models are evaluated on the prediction of 32 TFs in GM12878 cells (training dataset).

The comparative evaluation indicates that using Nfr is best for standard ATAC and Fast-ATAC protocols, while the combined use of nucleosome-free and nucleosome-containing signals (Nfr & +1N) is best for Omni-ATAC (Fig. 3c, Additional file 1: Figure S13). Moreover, optimal HMM models are always based on strand-specific signals. These results indicate the importance of considering fragment sizes and strand information for improving footprint detection in ATAC-seq data. From here on, we will use the optimal HMM configuration for each ATAC-seq protocol determined on the training dataset.

An inspection of the parameters of the Omni-ATAC HMM gives insights on how HINT-ATAC uses nucleosome decomposed cleavage signals to detect footprints (Additional file 1: Figure S14). This HMM includes states associated to the footprint, flanking regions left/right of the footprint and background regions. Interestingly, the left flanking state has high emission values for Nfr forward reads and +1N reverse reads, while the right flanking state has high emission values on Nfr reverse reads and +1N forward reads. This indicates the importance of strand-specific signals and the presence of reverted strand-specific cleavage patterns on reads from nucleosome-free and nucleosome-containing fragments around the footprint.

### Local nucleosome architecture and strand-specific ATAC-seq cleavage profiles

Previous results indicate that the combination of strand-specific signals and decomposition by nucleosome numbers significantly improves footprint prediction in all ATAC-seq protocols. To understand the mechanism behind strand bias, we define types of ATAC-seq cleavage events relative to the location of the TF binding site (Fig. 4a). Next, we measure the amount of the strand cleavage bias for distinct fragment sizes (All, Nfr, 1N and +2N) around distinct intervals near the TF binding site (Additional file 1: Figure S15). We observe in Fig. 4b that there are more forward reads left to CTCF binding in nucleosome-free fragments (forward/reverse ratio of 2.6), while there are more reverse reads left of CTCF for nucleosome-containing fragments (ratios of 0.63 for 1N and 0.5 for +2N). This bias is not so prominent when considering all reads together (ratio of 1.38 for All). We also observe high strand-specific bias in reads in linker regions, i.e., more forward reads in linkers −2 and −1.

**Fig. 4:**
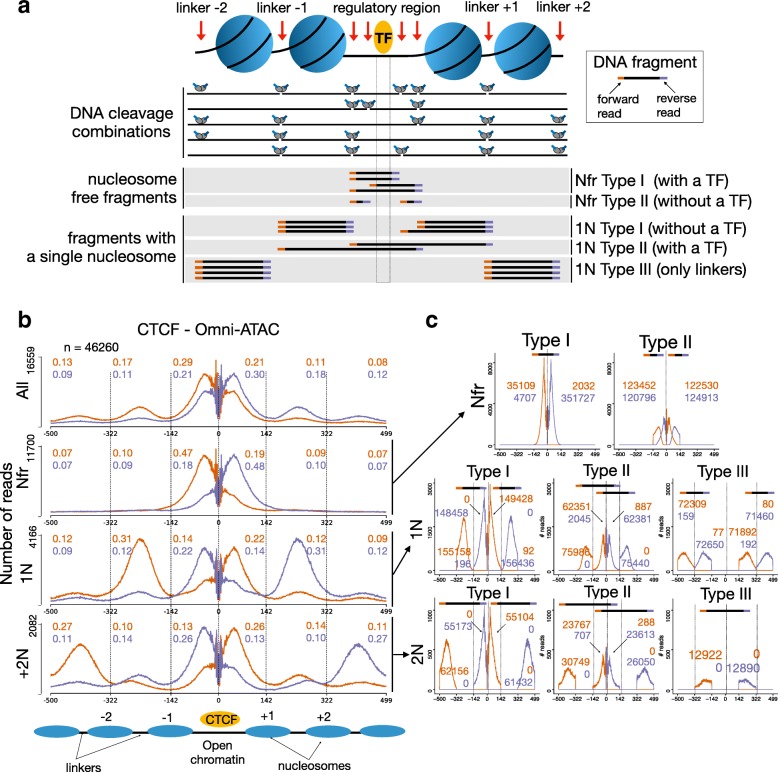
Nucleosome architecture and strand-specific cleavage profiles. **a** Tn5 digests open chromatin regions left/right of the TF binding (regulatory region) or in nucleosome linkers. Nucleosome-free fragments will generate reads with (Nfr type I) or without (Nrf type II) the TF bound to DNA. As sequencing is performed from the 5 ^′^ to 3 ^′^ ends, Nfr type I fragments will always generate forward reads on the left (orange) and reverse reads on the right (blue) relatively to the TF binding site. DNA fragments from 1N decomposition with a cleavage event in the regulatory region will either include (1N Type II) or not (1N Type I) a TF. 1N Type III are produced by cleavage events between two neighboring linkers. **b** Bias-corrected average cleavage profile around CTCF ChIP-seq peaks for Omni-ATAC in GM12878 cells for fragments with distinct number of nucleosomes. Strand bias can be estimated as the ratio of reads in forward (orange) and reverse (blue) around intervals between nucleosomes and CTCF. **c** Decomposition of Nfr, 1N and 2N fragments by types clarifies the origin of strand cleavage bias. Numbers in orange (blue) indicate amount of reads in the forward (reverse) strand at each interval

To further understand these observations, we separate reads by the types as proposed in Fig. 4a and count read frequencies in distinct regions (Fig. 4c). Considering Nfr fragments, we observe that Nfr type I generates almost exclusively forward reads left of CTCF. As sequencing is performed in the 5’ to 3’ direction, Nfr type I reads will only give rise to forward reads left of CTCF, while type II reads will generate both forward and reverse reads left of CTCF. Moreover, ATAC-seq protocols disfavor very short fragments associated to Nfr type II (Fig. 3b). These two facts cause the presence of a large number of forward reads from Nfr fragments left of the TF binding site. Following a similar rationale, 1N type I fragments generate reverse strand reads left of CTCF, while 1N type II fragments generate forward reads left of CTCF. There is a higher number of 1N type I reads than 1N type II reads, as ATAC-seq protocols bias disfavours too long fragments (Fig 3b). 1N Type III reads are not relevant here, as their starting sites do not help the delineation of footprints. Equivalent patterns are also found in +2N reads. Similar strand bias for nucleosome decomposed signals are found in all ATAC-seq protocols and TFs (Additional file 1: Figure S17–S19), despite some variance in the distance between TF and linker regions [5].

### Comparative evaluation of footprinting methods in ATAC-seq data

Next, we evaluate the performance of HINT-ATAC and state-of-the-art footprinting methods using an independent dataset based on K562 and H1-ESC cells (in total 148 TFs). We use three footprinting methods (DNase2TF, PIQ, and Wellington), which performed best in a recent comparative study based on DNase-seq data [8], and DeFCoM, which was recently proposed for ATAC-seq data [15]. We have adapted Wellington and DeFCoM to evaluate them with PDM-based bias correction. As the baseline method, we include Tag Count (TC), which simply considers TFBSs inside peaks ranked by the number of reads after cleavage bias correction.

As before, methods are evaluated with the ranking scores, which combine AUPR and AUC values for distinct false positive rates for each TF. A higher ranking score indicates higher recovery of ChIP-seq supported footprints. HINT-ATAC is the top ranked method followed by Wellington and DeFCoM using PDM bias correction. HINT-ATAC has statistically significant higher ranking than all evaluated methods, and Wellington-PDM has statistically significant higher ranking than TC (Fig. 5a). One interesting question is the independent importance of (1) PDM bias correction and (2) nucleosome decomposition in HINT-ATAC performance. We observe that the independent use of PDM bias correction or nucleosome decomposition improves the performance of HINT, while neither improvement is significantly better than the other (Additional file 1: Figure S20).

**Fig. 5:**
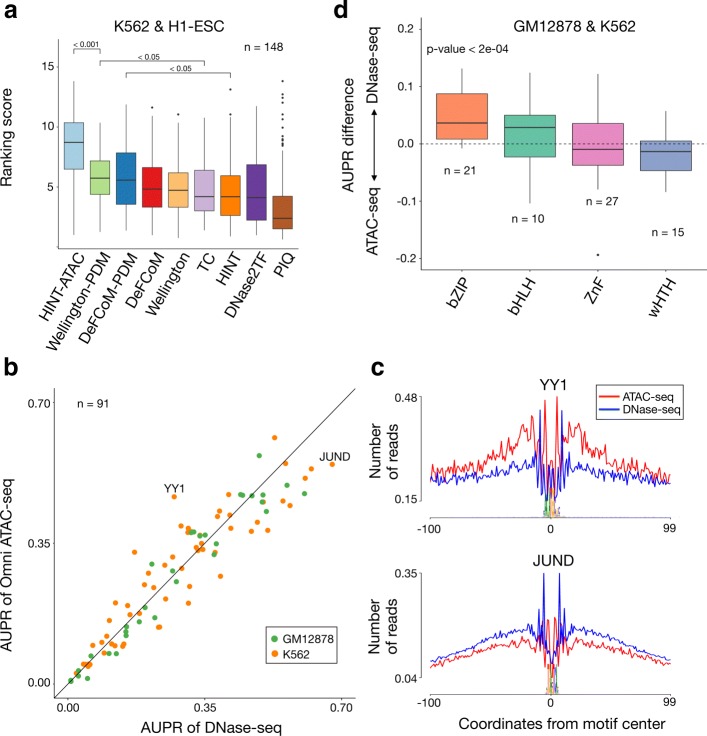
Competing methods and protocols comparison. **a** Comparative evaluation of HINT-ATAC, HINT, Wellington, DNase2TF, DeFCoM, and PIQ on the test dataset (H1-ESC and K562 cells). A higher ranking score indicates highest recovery of ChIP-seq supported binding sites. *p* values are based on the Friedman-Nemenyi test. We only show the significant *p* values of the top 3 methods (see Additional file 1: Table S23–S24 for complete results). **b** AUPR values of DNase-seq (DH) vs ATAC-seq (Omni) for 91 factors, of which 41 factors obtain higher AUPR using ATAC-seq. **c** The footprint profiles of two factors with the highest AUPR difference are shown. **d** Difference in AUPR of double-hit DNase-seq and Omni ATAC-seq by grouping TFs by transcription factor families as defined in JASPAR database. Only families with more than 10 TFs are shown, and *p* values are obtained with a *t* test (mean = 0)

Concerning competing methods, ranking of Wellington and DeFCoM is improved with the use of PDM bias correction, but we observe no clear improvement when using Nfr reads (Additional file 1: Figure S20)^3^. The overall good performance of Wellington-PDM is likely due to its use of strand-specific signals. DeFCoM, which is based on a classifier, requires TF ChIP-seq data for training a model for each individual TF and is the only method requiring training on K562 and H1-ESC cells. Its performance is likely to decrease when training and predictions are performed across distinct cells. Taken together, these results confirm the fact that bias correction based on PDMs is crucial for prediction of ATAC-seq footprints and that HINT-ATAC has the best recovery of ChIP-seq supported footprints.

### Omni-ATAC-seq and DNase-seq are equivalent in the prediction of cell-specific transcription factor binding

There is a perception in the field that DNase-seq libraries are superior to ATAC-seq for computational footprinting [11, 15]. To address this, we compare the predictive performance of HINT-ATAC on distinct ATAC-seq protocols and DNase-seq of single-hit [31] and double-hit [32] protocols. We also analyze ATAC-seq experiments on distinct number of cells (bulk 50.000, 500, or single cells) [33]. To obtain a fair comparison, we first optimize HINT models for DNase-seq to consider strand-specific signals and the use of PDM-based correction (Additional file 1: Figure S13). Altogether, double-hit DNase-seq and Omni ATAC-seq are ranked best in all evaluated cells, while fast-ATAC-seq or ATAC-seq experiments based on 500 cells obtain the poorest results (Additional file 1: Figure S21). The lower performance of the former protocols is explained by their low quality indicators, i.e., fraction of reads insides peaks (FRIP) below 0.1 (Additional file 1: Figure S21).

Another limitation of ATAC-seq, which was previously discussed in the literature, is its lower coverage in enhancer regions [6, 34]. To inspect if this also impacts on the prediction of footprints in enhancers, we divide ChIP-seq peaks as being in a promoter and enhancer regions using chromHMM annotations [35] and evaluate AUPR on both subsets. Indeed, we observe that footprints based on standard ATAC-seq have lower performance in enhancer regions relative to footprints based on DNase-seq data. However, no such difference is observed using Omni-ATAC-seq (Additional file 1: Figure S22). This indicates that improvements in the Omni-ATAC-seq protocol have a positive impact on the prediction of TFBSs in enhancers.

Finally, we inspect if one of the protocols is able to predict more accurately the binding of particular TFs. We observe that TFs with higher AUPR on ATAC-seq have more ATAC-seq cleavage sites surrounding the binding site and vice-versa, as exemplified by YY1 and JunD (Fig. 5b, c and Additional file 1: Figure S23). Interestingly, grouping of TFs by family indicates that DNase-seq obtains higher AUPR for bZIP and helix-loop-helix families (Fig. 5d and Additional file 1: Figure S24). This suggests that structural features shared by TF families negatively affect Tn5 cleavage.

### HINT-ATAC finds relevant transcription factors for dendritic cell specification

To demonstrate the performance of HINT-ATAC, we use HINT-ATAC footprints for detecting TFs in dendritic cells (DC), a specialized immune cell type involved in immunity and tolerance induction [36]. In short, we use a two-step culture system [37, 38] to differentiate multipotent progenitors (MPP) from mouse bone marrow into common DC progenitors (CDP). CDP are then further differentiated into classical DC type1 and type2 (cDC1 and cDC2, respectively) or plasmacytoid DC (pDC) (Fig. 6a). Cross-presenting cDC1 and pDC are particularly interesting and differ in specific immune functions, which is associated with subset specific gene expression repertoires. TFs are at the top of the hierarchy of gene expression networks driving cell identity and function and thus there is a particular interest in TFs in DC. We perform Omni-ATAC-seq experiments of cDC1 and pDC subsets and employ HINT-ATAC to detect footprints within ATAC-seq peaks for each of these two cell types. 

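Open chromatin and footprints were compared between cDC1, dendritic cells that present antigen taken up from other cells, and pDC, which secrete type I interferon. More open chromatin was listed in cDC1 than in pDC. The cDC1 list held 94222 peaks in 83701 distinct intervals that covered 43144631 bp, and the pDC list held 59941 peaks in 51941 intervals that covered 26403859 bp. HINT-ATAC footprints numbered 513689 in cDC1 and 312959 in pDC. A cDC1 interval held 6.14 footprints on average and a pDC interval 6.03, and 98.3% of the intervals of either cell type held at least 1. The median footprint was 16 bp wide in cDC1 and 18 bp in pDC.

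Omni-ATAC-seq, a form of ATAC-seq with changed lysis and washing that lowers the share of mitochondrial reads, was performed on 2 replicate samples of each cell type with 50000 cells per library. The authors merged the replicates of a cell type, and the deposited values used here are 1 peak list and 1 footprint list for each, in mm9 coordinates. Additional file 2 of the paper gives 224602046 reads for cDC1, of which 76451634 lay in peaks (34.0%), and 128632344 reads for pDC, of which 20573914 lay in peaks (16.0%). The cDC1 library thus had 3.72 times as many reads in peaks. The authors trimmed and aligned the reads, removed duplicates and reads of low alignment quality, called peaks with MACS2, and ran HINT-ATAC on the bias-corrected cleavage signals inside the peaks. From these lists, peaks with the same start and end were counted as 1 interval, since MACS2 wrote a line for each summit, and an interval took the largest −log10 q of its summits. The fold enrichment and the −log10 q of a peak are the authors' values. The −log10 q was used to describe and order the intervals of each list; the alternatives with a limit on the −log10 q apply the same limit to both lists, although these differ in depth. The value listed with each footprint was read as a tag count that is not scaled for library size, because it is a whole number, its mean was 2.55 times as high in cDC1 (362.03) as in pDC (142.1), where reads in peaks per bp of interval were 2.27 times as high, and footprints at most 5 bp apart differed by a median of only 0.09 on the log2 scale. The width of the window in which tags were counted is not given in the sources used here. With 1 merged list per cell type there is no replicate error, so no p-value was computed, and the 95% Wilson intervals given with shares cover counting error only.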

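Most open regions of pDC were also open in cDC1, whereas only about as many cDC1 intervals were shared as were not. Of the pDC intervals, 41687 (80.3%, Wilson interval 79.9 to 80.6%) overlapped a cDC1 interval by at least 1 bp, and 10254 were found in pDC only. Of the cDC1 intervals, 41061 (49.1%, 48.7 to 49.4%) overlapped a pDC interval, and 42640 were found in cDC1 only. The numbers of shared intervals were similar in the 2 lists, so this contrast follows from the longer list of cDC1. The cDC1 list was also limited to as many intervals as the pDC list, those with the largest −log10 q. Then 65.5% of cDC1 and 67.1% of pDC intervals were shared. That these shares are close is built into the equal lengths. After both lists were merged, 93615 regions remained, of which 40721 (43.5%) were open in both cell types.

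Sharing rose with the −log10 q of the interval in its own list. Among cDC1 intervals it went from 18.5% at a −log10 q of at most 10 to 93.9% above 200, and among pDC intervals from 72.9% to 100% (157 of 157). Shared intervals of cDC1 had a median −log10 q of 81.7 and those found in cDC1 only 13.5, and the corresponding medians in pDC were 15.6 and 8.43.

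**Figure D1:**
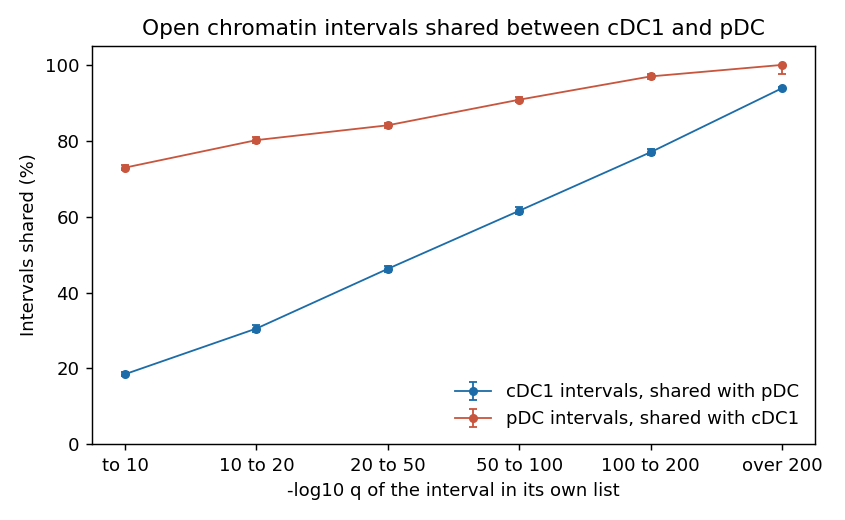
Share of the intervals of each cell type (y axis, percent) that overlap an interval of the other cell type by at least 1 bp, by the −log10 q of the interval in its own list (x axis). Points are shares of 1 merged list per cell type and bars are 95% Wilson intervals; the cDC1 line rises from 18.5% to 93.9% and the pDC line from 72.9% to 100%.

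The 5 regions found in cDC1 only with the largest −log10 q lie on chromosome 6 from 71987464 to 71988046, chromosome 2 from 30907803 to 30908476, chromosome 1 from 21076254 to 21076872, chromosome 5 from 135008185 to 135008738 and chromosome 18 from 64778219 to 64778900. Their −log10 q ran from 514 to 586, they held 2 to 5 footprints each, and the highest tag count in each was between 1191 and 1594. The 5 regions found in pDC only with the largest −log10 q lie on chromosome 7 from 133517975 to 133518660, chromosome 2 from 38311755 to 38312516, chromosome 19 from 32482743 to 32483416, chromosome 13 from 102840618 to 102841257 and chromosome 3 from 37704469 to 37705158. Here the −log10 q ran from 161.1 to 179, with 2 to 7 footprints and highest tag counts of 450 to 602. The regions of one cell type with the most footprints were not those with the largest −log10 q. In cDC1 the region on chromosome 16 from 26035204 to 26036256 held 27 footprints at a −log10 q of 53.7, and the other 4 such regions held 24 to 26. In pDC the region on chromosome 12 from 60264789 to 60265747 held 30 footprints at a −log10 q of 11.6, and the other 4 held 19 to 22. Among regions open in both cell types, that on chromosome 6 from 124364116 to 124365642 had the most footprints of both cell types together, 36 in cDC1 and 34 in pDC. It was followed by chromosome 4 from 94717991 to 94720228, chromosome 8 from 83262209 to 83264000, chromosome 3 from 79090270 to 79091597 and chromosome 7 from 26033937 to 26036055, which held 61 to 63 footprints of both cell types together. Genes near these regions are not given, because no mm9 annotation was used here.

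**Figure D2:**
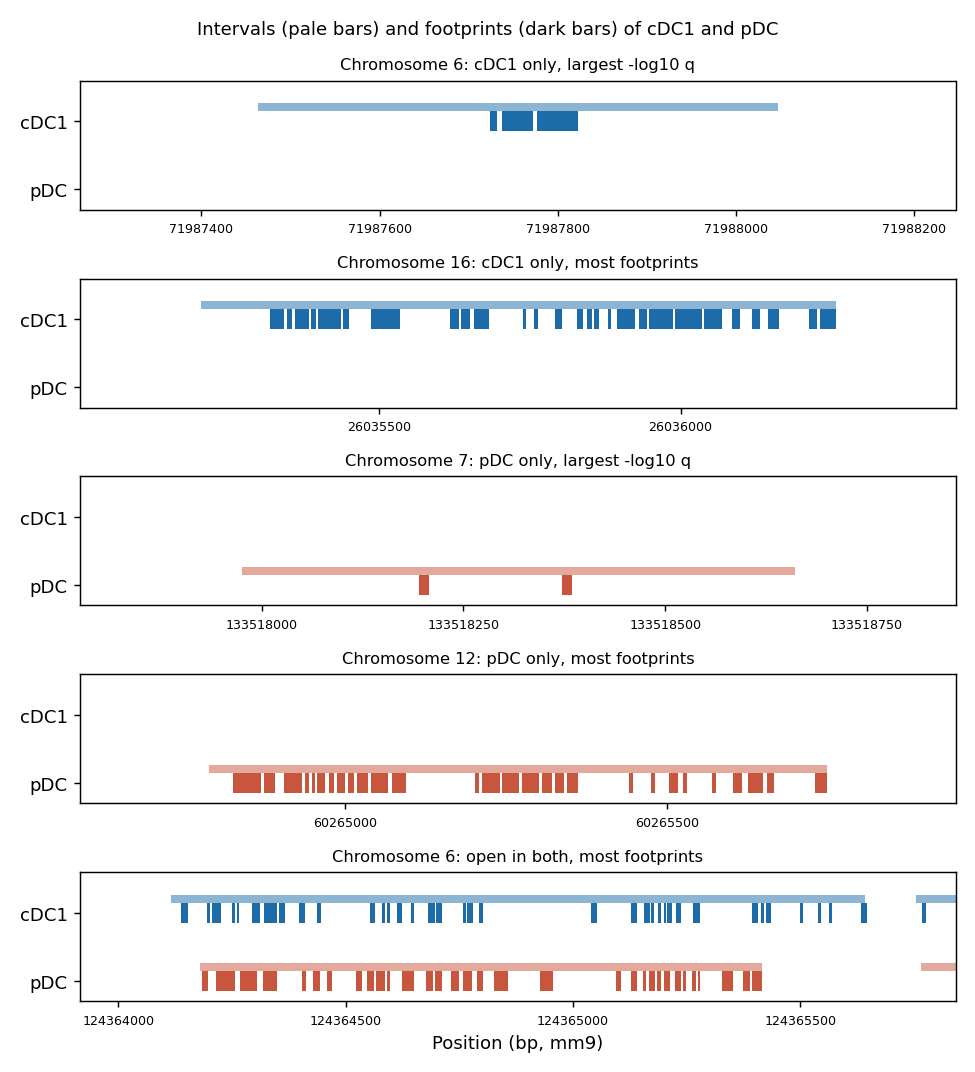
Maps of 5 named regions along the mm9 genome (x axis, position in bp), with the intervals (pale bars) and footprints (dark bars) of cDC1 in the upper row and of pDC in the lower row of each map, each drawn with 200 bp on either side. The 4 upper maps show features of one cell type only, and the lowest map, on chromosome 6, shows 36 footprints in cDC1 and 34 in pDC within the named region, with the start of a neighbouring interval at its right edge.

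The lists differ in length and depth. Only intervals at a −log10 q of at least 50 in both lists were then kept, from 35647 cDC1 and 9429 pDC peaks. Of these, 24.0% of cDC1 and 85.9% of pDC intervals were shared. The contrast between these shares follows largely from the list lengths, which this limit drove further apart.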

Next, we estimate changes in binding activity for 579 TFs with a motif in JASPAR [39]. Cell-specific TF activity is evaluated by measuring the depth of footprints and the total number of reads in flanking regions (see the “Method” section). Higher and lower differences in activity suggest that the TF shows stronger binding in pDC and cDC1 cells, respectively. We also evaluate motifs supported by Wellington footprints or motifs inside ATAC-seq peaks 4. We observe a number of TFs with statistically significant difference in activity between cDC1 and pDC (Fig 6b; *p* value <0.05; *t* test). We further filter TFs by only considering those with an absolute log2 fold change in gene expression higher than 0.5.

Interestingly, the most prominent cDC1 and pDC specific factors, identified by HINT-ATAC, represent two TFs shown to be important in these DC subsets: Batf3 [40] and Tcf4 [41]. Other known DC factors identified by HINT-ATAC include Zeb2, which was shown recently to be crucial in pDC differentiation [42], and Spi1 (also referred as PU1 or SFPI1), which is a master regulator of DC differentiation and mostly active in cDC [38]. The peak-based approach only detects significant activity changes for Batf3, while Wellington only predicted significant changes for Batf3 and Tcf4.

The higher precision of HINT-ATAC is also reflected in the higher AUPR for Batf3 (Fig. 6c), as supported by Batf3 ChIP-seq data in cDC1 from [40]. The average cleavage profiles for Batf3 and Tcf4 (Fig. 6d) and other selected TFs (Additional file 1: Figure S25) further exemplify this. The naive peak-based method is less specific and predicts five times more binding sites than footprinting methods. 

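In cDC1 the footprints covered 10419378 bp, 24.1% of the bases in peaks, so that the peaks held 4.14 bases for each base in a footprint. In pDC they covered 6689870 bp, 25.3% of the bases in peaks, or 3.95 peak bases per footprint base. Every footprint overlapped an interval of its own cell type by at least 1 bp, and 99.3% of cDC1 and 99.2% of pDC footprints lay wholly inside. With only the footprints at or above the median tag count of their list, the values were 8.57 peak bases per footprint base in cDC1 and 8.15 in pDC. These are ratios of length and not of binding sites, since motif matches were not counted here.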

There is only a partial overlap between Wellington and HINT-ATAC footprints, i.e., 52.18% of footprints predicted by Welligton were also predicted by HINT-ATAC (footprints sharing at least 50% of bases). Notably, average cleavage profiles from Wellington had less signals in flanking regions than HINT-ATAC (Fig. 6d and Additional file 1: Figure S25). This is possibly due to Wellington’s inability to define exact cleavage positions of the Tn5 enzyme. At individual regions, HINT-ATAC footprints are also more specific than other methods in detecting Batf3 binding sites, as exemplified in regions close to the DC relevant genes Irf8 [40] and Flt3 [38] (Fig. 6e).

## Discussion

We demonstrate that the use of position dependency models is crucial for correction of cleavage bias for ATAC-seq and also improves correction for DNase-seq data. As shown in the subsampling experiments, *k*-mer-based estimates are less reliable than the PDMs for libraries with lower sequencing depth, as an indication of overfitting. Dependencies learned by PDMs for both Tn5 and DNase-I are mostly based on adjacent positions. For Tn5, dependencies were detected between the middle of the Tn5 motif and positions 2 bps away. This might indicate a complex dependency of nucleotide recognition by the Tn5 dimer. These higher order dependencies might be associated with DNA shape, as recently demonstrated for DNase-I [29]. Previously, [11] reported difficulties in detecting footprints around motifs associated with regulatory variants in ATAC-seq data. We observed that PDM-based bias correction improves footprint profiles by increasing the footprint shapes for the majority of these motifs (Additional file 1: Figure S26), as an example of the caveats of ignoring cleavage bias.

There is growing attention in the field on cleavage biases present in sequencing protocols using cleavage/digestion enzymes [23, 43]. For example, the “digestion bias” of nucleases has been shown to induce artifacts in nascent RNA-seq protocols [43]. The same enzyme is used in ChIP-seq variants (ChIP-exo [44], ChIP-nexus [45]) and is likely to influence the detection of ChIP-exo footprints. PDMs represent a flexible framework for cleavage bias correction, which is likely to improve downstream analysis of any of these protocols.

The strand-specific cleavage patterns around transcription factor binding sites represent another overlooked aspect of ATAC-seq. Decomposition of DNA fragments by nucleosome number shows intricate strand specific cleavage patterns relative to TF binding. We demonstrate here that the strand bias of ATAC-seq protocols arises from the preference to particular cleavage events. Another evidence of the importance of neighboring proteins to Tn5 cleavage is the fact that the relative predictive power of ATAC-seq in relation to DNase-seq varies for particular TF families. This includes TFs from the bZIP and helix-loop-helix families, which bind as dimers and have large structures. These structural properties are likely to impair access of Tn5 to neighboring DNA regions.

Footprints predicted in Omni-ATAC obtained better performance than standard and fast-ATAC protocols. Omni-ATAC libraries have higher fraction of fragments associated to mono and di-nucleosomes than standard or fast-ATAC protocols. This suggests that improvements introduced in Omni-ATAC protocol enrich for mono and bi nucleosome fragments, leaving more attenuated strand bias profiles in 1N and +2N reads than standard or fast-ATAC-seq. While there is a perception of the field that a large number of reads are necessary for footprint predictions, libraries with moderate number of reads (50 millions) are among the best for ATAC-seq. On the other hand, the quality of the library, as indicated by the fraction of reads within peaks (FRIP), impacts the predictive power of footprints.

Finally, we show how footprints can be used to find TFs associated to DC subset specification. HINT-ATAC has the highest predictive power and identifies four TFs already associated with DC specification. Other predicted TFs with unknown (Zbtb18) or poorly understood (Jdp2) functions in DC development represent interesting candidates for future functional studies. A similar approach was used to identify TFs associated with regulation of beta cells in fasting vs. normal diets with DNase-seq [13]. This study considered all motifs inside DNase-seq peaks. As shown in our analysis, this simple strategy has lower power in detection of cell-specific TFs given the inclusion of a larger number of false positive binding sites.

## Conclusions

We present here the first computational footprinting method tailored to the ATAC-seq protocol. HINT-ATAC corrects the cleavage bias of the Tn5 enzyme with a position dependency model and explores strand-specific bias, which is dictated by the local nucleosome architecture, to detect footprints. HINT-ATAC predictions outperform competing methods and have similar accuracy when applied to either Omni-ATAC-seq or DNase-seq protocols. This indicates that improvements in protocols and our computational approach make ATAC-seq a competitive alternative to DNase-seq for identifying TF binding sites, even for experiments based on moderate number of reads (∼ 50 millions) and low number of cells (∼ 25.000).

## Method

### HINT-ATAC

HINT is a computational framework for detection of footprints from open chromatin data [7]. It works in two major steps: first, genomic cleavage signals are generated from raw sequencing libraries after filtering reads by fragment size, correction of cleavage bias, and signal normalization. Next, cleavage signals are given as input to a HMM, which segments the signal and finds the location of footprints. HINT-ATAC extends HINT[7] by the proposal of a generalized framework for cleavage event counting and bias correction. This new framework allows cleavage events to be displaced from the read start and is based on a probability distribution assuming dependency between nucleotide positions. This allows to consider bias spanning larger genomic areas. HINT-ATAC also extends HINT by the use of strand-specific and fragment-size decomposition of cleavage signals as input. Finally, HINT-ATAC includes a novel semi-supervised training procedure, which uses a single TF ChIP-seq dataset for training. In contrast, the first version of HINT required the manual specification of the topology or data annotation for training [7]. Here, we will describe these novel aspects of HINT-ATAC.

### Cleavage event counting and correction of sequence bias

For a given open chromatin library and a reference genome sequence *G* with length *N*^5^, the first step is to generate the strand-specific genomic signals by counting the cleavage events on the positive or negative strands. HINT-ATAC considers the first position of aligned DNase-seq reads as the cleavage event as usual in the literature [7, 19]. For ATAC-seq, the middle of the Tn5 cleavage event is the fifth base after the fragment start (see Fig. 1a). Given an ATAC-seq read aligned with start position *i*, HINT-ATAC considers the position *i*+4 as a cleavage event for forward reads and *i*−5 for reverse reads^6^. This is equivalent to shifting positions of ATAC-seq reads as originally proposed in [5].

More formally, the strand-specific signals are defined by the vectors:

1 $$  \begin{aligned} \mathbf{y}^{+} = \left\langle {y}_{1}^{+}, \cdots, {y}_{i}^{+}, \cdots, {y}_{N}^{+} \right\rangle \, \, \, \\ \mathbf{y}^{-} = \left\langle {y}_{1}^{-}, \cdots, {y}_{i}^{-}, \cdots, {y}_{N}^{-} \right\rangle \,, \end{aligned}  $$

where ${y}^{+}_{i} \left ({y}^{-}_{i} \right)$ indicates the number of cleavage events at a given genomic position *i* at positive (negative) strands. In the case of paired end reads, it is possible to obtain the fragment length $\mathscr {l}$, by considering the differences between left-most and right-most alignment positions of the read pair. HINT-ATAC also counts cleavage events by only considering reads in a particular fragment size range ($\mathscr {m} < \mathscr {l} \leq \mathscr {n}$), which we denote $\mathbf {y}^{+}(\mathscr {m},\mathscr {n})$. See below for definitions of intervals. In the following, we only consider the positive strand for simplicity.

Next, we correct the cleavage event profiles by sequence-specific cleavage bias considering the word *w*[*i*] with size *k* around genomic position *i*. For a given genome sequence *G*, this is defined as *w*[*i*]=*G*[*i*−⌊*k*/2⌋,*i*+⌈*k*/2⌉−1].

For an arbitrary word *w*, the bias is defined as

2 $$  b(w) = \frac{p(w|obs)}{p(w|exp)},  $$

where *p*(*w*|obs) is the probability of *k*-mer *w* around the position of a cleavage event and *p*(*w*|*exp*) is the probability of finding word *w* in the genome. For a position *i* in the genome, the bias-corrected signal is obtained as [19]:

3 $$  {x}_{i} = (y_{i}+1)/\left(\hat{y}_{i} \cdot \hat{b}(w[i])+1 \right) \,,  $$

where $\hat {y}_{i} =\frac {1}{50} {\sum \nolimits }_{j=i-25}^{i+24} y_{j}$ represents the average number of cleavage events around position *i* and $\hat {b}(w[\!i]\!)= b(w[\!i]\!)/{\sum \nolimits }_{j=i-25}^{i+24} b(w[\!j]\!)$ is the bias of *w*[ *i*] normalized by the bias of surrounding genomic regions.

We describe below three distinct approaches to calculate cleavage bias estimates *b*(*w*): (i) the *k*-mer-based approach, which is widely used in the DNase-seq literature, (ii) a PWM-based approach, which is standard for modeling DNA-protein interactions, and (iii) our novel approach using PDMs.

#### k-mer-based estimation

The most common approach for bias estimation is to use the frequency of *k*-mers to estimate the probability *p*(*w*) [8, 11, 19, 20, 30]. Let *W*^*obs*^ be a multiset with all words with length *k* around individual cleavage events of an open chromatin library and *freq*(*w*|*obs*) be the frequency of a word *w* in *W*^*obs*^. Then, the probability is estimated as

4 $$  p(w|obs)=\frac{freq(w|obs)}{|W^{obs}|},  $$

where |*W*^*obs*^| denotes the total number of *k*-mer occurences $\left | W^{obs} \right | = {\sum \nolimits }_{w} freq(w|obs)$. Similarly, *p*(*w*|*exp*) is estimated on the background multiset (*W*^*exp*^). These estimates are plugged in Eq. 2 to obtain the final cleavage bias estimates. Equation 4 is equivalent to estimating a multinomial distribution of *k*-mers in multisets *W*^*obs*^ and *W*^*exp*^. Estimates are prone to overfitting for large *k* or low number of reads.

As standard in the field [8, 19], we define background regions as all accessible genomic regions, i.e., ATAC-seq or DNase-seq peaks of the corresponding library. An exception are naked DNA experiments, where the complete genome sequence is considered.

#### PWM-based estimation

An alternative approach, which is standard for transcription factor binding models [46], is the use of models assuming independence between positions of *w*. That is,

5 $$  p(w|obs) = \prod\limits_{j=1}^{k} p(w_{j}=b|obs),  $$

where *w*_*j*_ is the *j*th position at word *w* and *b*∈{*A*,*C*,*G*,*T*} a genomic base. We define *freq*_*j*_(*b*|*obs*) as the frequency of base *b* to occur in position *j* in all words in multiset *W*^*obs*^. Then, we can estimate the probability as

6 $$  p(w_{j}=b|obs)=\frac{freq_{j}(b|obs)}{|W^{obs}|}.  $$

Estimates for *p*(*w*|*exp*) are calculated similarly from the background multiset *W*^*exp*^.

#### PDM-based estimation

A main disadvantage of PWM-based estimation is that it assumes statistical independence between different positions in *w*. An alternative between models considering all dependencies (k-mer approach) and no dependencies (PWM approach) is provided by a position dependency model (PDM). PDMs consider dependencies between particular pairs of positions *j* and *l* up to a particular distance *d*, i.e., *d*≥|*l*−*j*| and *l*<*j*. We propose here the use of a special class of PDMs (SLIM models) [26] to estimate the probability of *w*, that is

7 $$ {\begin{aligned}  p(w) = \prod\limits_{j=1}^{k} \left(p(C_{j}=0) \cdot p(w_{j}) + p(C_{j}=1) \sum_{\substack{l\in [1,k]\\j-l \leq d}} p(R_{lj}) \cdot p(w_{j}|w_{l}) \right) \,, \end{aligned}}  $$

where *p*(*C*_*j*_) is the prior probability that the distribution at position *j* should be modeled conditional on other positions; *p*(*R*_*lj*_) is the prior probability that position *j* should be conditional on position *l*; *p*(*w*_*j*_) is the probability of a base to appear in position *j* and *p*(*w*_*j*_|*w*_*l*_) is the probability of base in position *j* conditional on the base from position *l*. It is worth noting that the PWM-based estimation is a special case of SLIM models with *p*(*C*_*i*_=0)=1 for all positions.

For a given multiset *W*, estimates *p*(*w*_*j*_) follow Eq. 6. Conditional estimates *p*(*w*_*j*_|*w*_*l*_) can be derived analogously using frequencies of bi-nucleotides found in positions *j* and *l* in a multiset. The missing estimates *p*(*C*_*j*_) and *p*(*R*_*lj*_) are obtained with a discriminative maximum supervised posterior principle, which uses random sequences as negative models, see [26] for more details. These methods are applied on multisets *W*^*obs*^ and *W*^*exp*^ to obtain *p*(*w*|*obs*) and *p*(*w*|*exp*), which are then used as final bias estimates with Eq. 2. In our experiments, we only consider dependencies such that *d*<6.

### Strand and nucleosome number decomposition and signal post-processing

For paired-end ATAC-seq libraries, we also filter signals by only considering cleavage events from paired-ends with a particular size range $\left (\mathbf {y}^{+}(\mathscr {m},\mathscr {n}) \right)$. We define distinct fragment size intervals with contain distinct number of nucleosomes by estimating local minima between modes of the fragment size distribution of the ATAC-seq library used for model training (Additional file 1: Figure S11). For standard ATAC-seq, the first interval (0,145] represents nucleosome-free reads (Nfr), the interval (145,307] represents one nucleosome reads (1N), the interval (145,*∞*] represents one or more nucleosome reads (+1N) and the interval (307,*∞*] represents two or more nucleosomes (+2N). We then evaluate distinct strategies with combinations of these signals: all reads (All), signal from nucleosome-free reads (Nfr), signals from nucleosome-free reads and signals from reads with one or more nucleosomes (Nfr & +1N), and signals from nucleosome free, signals from one nucleosome, and signals from one or more nucleosomes (Nfr & 1N & +2N).

For each decomposition strategy, we apply the cleavage bias correction, a within-signal normalization by averaging non-zero counts inside bins and a between-signal normalization by applying a logistic function. To estimate the slope of the signals, we apply a Savitzky–Golay smoothing filter by fitting the data into a second order polynomial and performing a convolution (based on a specific window length) with a vector containing Savitzky–Golay coefficients. Normalization steps are described in details in [7].

For example, in the case of All cleavage events with strand specific signals, we have a signal and a slope value for either positive and negative strands, that is:

8 $$  X = \left\{ x_{\text{norm}}^{+}, x_{\text{slope}}^{+}, x_{\text{norm}}^{-}, x_{\text{slope}}^{-} \right\}.  $$

### HMM training and decoding

We take the previously described multivariate cleavage signals *X* as input for the HMM model. The HMM contains a multivariate normal density function with full covariance matrix as emission probability for each state. The dimension depends on the decomposition strategy and varies from 2 (non-strand specific) to 12 dimensions (strand-specific models considering 3 distinct fragment size intervals). For a given TF, we obtain regions with ChIP-seq peaks and a motif predicted binding site (MPBS) as described in the “Evaluation of footprinting prediction” section. We then estimate the average ATAC-seq profile for the region ± 500 bp to the motif center and annotate the center with the label FOOTPRINT. Next, we use a fully connected HMM with *S* states and select one state to represent the FOOTPRINT. We use a semi-supervised algorithm to train the HMM [47]. This algorithm learns the parameters of the HMM in a supervised manner for the FOOTPRINT state and using the Baum-Welch algorithm for all other *S*−1 states (see Additional file 1: HMM Training). The initial model parameters are obtained after execution of a M-step with random posterior distributions with the exception of the FOOTPRINT state, which has the posterior distribution defined by the labels.

To detect footprints in a novel sequencing library, we use the Viterbi algorithm [49] to find the most probable sequence. We consider positions annotated with the FOOTPRINT state to be the active TFBS. This approach has clear advantages over previous HMM-based footprinting methods [7, 8, 50], which require the manual specification of a HMM topology and manual annotation of training data to estimate models. We have evaluated the use of different ChIP-seq datasets of several factors for GM12878 cells for training (CTCF, EGR1, SP1, USF2 and ZNF143). We observed no statistical differences between the models. Thus in order to simplify experimental design, we have arbitrarily selected the model based on EGR1 ChIP-seq in GM12878 cells. The model was employed in all further experiments including ATAC-seq from other cells. EGR1 ChIP-seq was excluded from any evaluation. The number of states *S* can also be varied and will be therefore optimized for each protocol and signal decomposition.

### Cell-specific TF activity

We propose here a simple statistic (activity score-ACT) to measure the strength of TF binding in a particular biological condition. First, we identify all binding sites of a particular TF overlapping with footprints $F=\left \{ \left (f^{l}_{1},f^{r}_{1}),\ldots,(f^{l}_{n},f^{r}_{n} \right) \right \}$, where *f*^*l*^ and *f*^*r*^ represent the leftmost and rightmost genomic positions of the binding site. The activity score of a TF is defined as

9 $$ {\begin{aligned}  ACT(TF) \,=\, \frac{1}{|F|} \sum\limits_{\left(f^{l},f^{r}\right) \in F}\left(\text{} \frac{1}{2}\sum\limits_{j=f^{l}-e-1}^{f_{l}-1} x_{j} \,+\, \frac{1}{2} \sum\limits_{j=f^{r}+1}^{f^{r}+e+1} x_{j} \,-\, \sum\limits_{j=f^{l}}^{f^{r}} x_{j}\right) \,+\, \left(\sum\limits_{j=f^{l}-100}^{f^{r}+100} x_{j}\right), \end{aligned}}  $$

where *e* is the length of the binding site and *x*_*j*_ is the cleavage event signal (after bias correction) at genomic position *j*.

The activity score can be seen as a combination of the protection score [8], which measures the difference in cleavage events between the footprint and flanking regions (left term), and the openness score [51], which simply measures the number of cleavage events around the binding site (right term).

Here, we are interested in identifying TFs with change in activity between two conditions. This is given by the difference in ACT scores between two biological conditions, this is:

10 $$  \Delta ACT(TF) = \frac{ACT_{2}(TF)}{\omega_{2}} - \frac{ACT_{1}(TF)}{\omega_{1}},  $$

where *ω*_1_ and *ω*_2_ are normalization factors based on median-of-ratios [52]. These factors correct for differences of sequencing depths of libraries of the two conditions. 

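At footprints found in both cell types, tag counts were higher in cDC1, whose library had more reads in peaks. Among 91319 pairs of a cDC1 and a pDC footprint that each shared at least 50% of their bases, the median ratio of the cDC1 to the pDC tag count was 3.28, with quartiles of 2.52 and 4.08. After division by this median, and with 1 pair per region, the one with the most tags, 2850 of 31914 regions (8.93%) were at least 2-fold higher in cDC1 and 4016 (12.6%) at least 2-fold higher in pDC. When counts were drawn with counting noise alone around equal scaled levels, 2 regions were at least 2-fold higher in cDC1 and 0 in pDC. That noise leaves out the spread between replicates, which the merged lists do not show. It also takes tags as independent, although both ends of a paired-end fragment may have been counted.

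**Figure D3:**
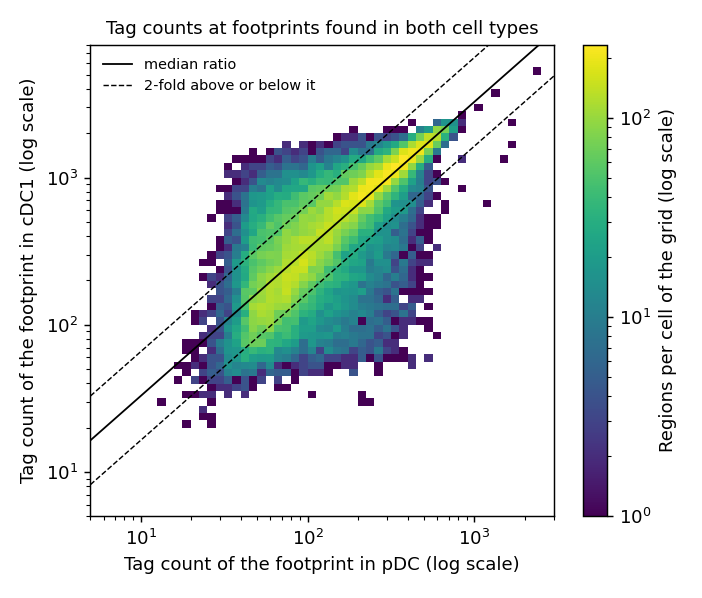
Tag counts of paired footprints in pDC (x axis, log scale) and in cDC1 (y axis, log scale) for 31914 regions with 1 pair each; the colour gives the number of regions per cell of the grid. The solid line is the median ratio of 3.28 and the dashed lines are 2-fold above and below it.

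Which cell type had more such regions depended on the scaling and on the lists. Divided by the ratio of reads in peaks, 2018 regions were at least 2-fold higher in cDC1 and 5186 in pDC, and divided by the ratio of all reads, 1.75, the numbers were 13653 and 1071. With the cDC1 list limited to as many footprints as the pDC list, those with the most tags, they were 2500 and 1569; the lower number in pDC is built into this limit, which leaves out cDC1 footprints with few tags.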

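Most footprints were found in only one of the cell types. The footprints of cDC1 and pDC together merged into 587398 segments, of which 120007 (20.4%) had a footprint in both cell types, 325850 (55.5%) in cDC1 only and 141541 (24.1%) in pDC only. By the rule that at least 50% of the bases of a footprint be covered, 138320 cDC1 footprints (26.9%, Wilson interval 26.8 to 27.0%) were shared with pDC and 127351 pDC footprints (40.7%, 40.5 to 40.9%) with cDC1. With the cDC1 list limited to as many footprints as the pDC list, those with the most tags, the order of these shares turned, at 38.0% in cDC1 and 34.8% in pDC. At equal lengths the shares compare only the numbers of shared footprints, which were already higher in cDC1 with the full lists. The turn is therefore no separate result. Of the unshared footprints, 206949 of 375369 in cDC1 and 49590 of 185608 in pDC lay in intervals of that cell type only. There none could be shared. Inside shared intervals, with the full lists, the shares were 45.1% and 48.4%. Unshared footprints there had fewer tags, with medians of 270 against 505 in cDC1 and 85 against 144 in pDC. With merged replicates, how often a footprint is found again in the same cell type is not known. The regions open in both cell types held a mean of 7.53 cDC1 and 6.47 pDC footprints, with more in cDC1 in 22447 regions, more in pDC in 14001 and equal numbers in 4273.

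A control approximated the sharing of footprints placed without regard to the other cell type. In segments of at least 100 bp that were open in both cell types, 51.2% of cDC1 footprints were shared, against 27.6% when each was mirrored about the middle of its segment, and the values in pDC were 50.9% and 26.8%. The mirrored share is a chance level only as far as footprints are as dense on both sides of the middle. A footprint at the middle is mirrored onto itself, so some true sharing can remain in the mirrored share.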

Here, the set *F* corresponding to binding sites supported by footprints in at least one of the conditions. We use this score to rank TFs with a known motif, where highest *ΔACT*(*TF*) indicate TFs with specific binding in condition 2.

### Materials and experimental design

#### Low level analysis of DNase-seq and ATAC-seq libraries

We used ATAC-seq data of cell lines GM12878 and K562 from [5, 6, 28, 53] and single-cell ATAC-seq data from cell lines GM12878, K562, H1-ESC [33], mouse blood cells from [54], and DNase-seq data of GM12878, K562, and H1-ESC from [55]. We also used naked DNA ATAC-seq data from [21] and naked DNA DNase-seq data from [30] for estimation of cleavage bias.

First, adapter sequences were trimmed from FastQ files using Trim Galore [56] with the following settings (-q 30 –paired –trim1). Reads were mapped to the reference genome using Bowtie2 [57] with the following parameters (-X2000 –no-mixed –no-discordant) allowing fragments of up to 2 kb to align. Duplicates were removed and reads were filtered for alignment quality of >Q30 using samtools [58]. Next, MACS2 [59] was used to call ATAC-seq or DNase-seq peaks with the following parameters (–nomodel –nolambda –keep-dup auto –call-summits). The overlapping peaks were merged and then filtered for q-value >10. The same preprocessing was applied to naked DNA ATAC-seq and DNase-seq except for peak calling. All organism-specific data are based on human genome build 37 (hg19) and mm10. Reads mapping to the mitochondria, unmapped contigs and chromosome Y were removed from all subsequent analyses. Concerning ATAC-seq experiments performed on single cells, we combined all sequence libraries to consider them as a bulk experiment. See Additional file 2 for complete list of libraries and quality statistics.

#### ATAC-seq on dendritic cell specification

Dendritic cells (DC) are professional antigen presenting cells that comprise different subsets: classical DC type1 and type2 (cDC1 and cDC2, respectively) and plasmacytoid DC (pDC). In this study cDC1 or pDC were obtained in a two-step in vitro culture system according to [37]. Briefly, mouse bone marrow cells were first amplified with a specific cytokine cocktail and then induced to differentiate into DC with Flt3 ligand. cDC1 are CD11c+ CD11b+ XCR1+ and pDC are CD11c+ CD11b- B220+ and thus cDC1 and pDC subsets were purified by FACS sorting and subjected to Omin-ATAC-seq analysis. Omni-ATAC-seq was performed according to [6] with minor modifications. Prior to transposition dead cells were removed by centrifugation (800 rpm, 4 min, 4 °C). The transposition reaction was with 7.5 *μ*L Tagment DNA Enzyme 1 (TDE1) for 60 ‘min at 37 °C. Pre-amplification was with NEBNext Ultra II Q5 Master Mix and Nextera PCR Primers (5 cycles). Quantitative PCR amplification was with NEBNext Ultra II Q5 Master Mix, Nextera PCR Primer and SYBR Gold to determine the number of additional cycles. PCR amplification of additional cycles was as for pre-amplification. PCR fragments were purified with Qiagen MinElute PCR Purification Kit and library concentration and quality were determined by Agilent High Sensitive DNA Kit and Bioanalyzer, respectively. ATAC-seq libraries were sequenced with a Illumina NextSeq 500 Platform with 75 bps paired-end reads in duplicates. 

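The deposited peak lists of cDC1 and pDC held weak as well as strong peaks. The smallest −log10 q was 1.302 in both lists, and the largest was 1534 in cDC1 and 1104 in pDC. The median interval had a −log10 q of 30.4 in cDC1 and 13.5 in pDC, and a width of 432 bp and 423 bp. Intervals with a −log10 q over 10 numbered 62583 in cDC1 and 30615 in pDC. Several summits were listed in 8668 cDC1 and 6531 pDC intervals, as separate lines with the same start and end, and no interval overlapped or touched another of its list. Chromosome Y held 8 intervals in cDC1 and 4 in pDC, with 54 and 34 footprints. Positions in the lists went past the end of the GRCm38 sequence on 8 of 21 chromosomes, so they cannot be mm10 coordinates.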

Trimming, alignment (to mouse genome mm9), and peak calling were performed as for other ATAC-seq libraries. Replicate libraries were merged previously to footprinting.

#### Evaluation of footprinting prediction

ChIP-seq of TFs and motif-predicted binding sites (MPBSs) were used as ground truth to evaluate the footprinting prediction in this work following [8, 27]. We used here peaks from 124 TF ChIP-seq datasets provided by the ENCODE analysis working group on cell lines K562 (60), H1-ESC (31), and GM12878 (33) [60]. We obtained a PWM for each factor from the Jaspar database [61]. For a few exceptional cases were a motif was not found in Jaspar (5 TFs), we used matrices from Uniprobe [62], or Transfac [63]. See Additional file 1: Table S31 for stastistics of ChIP-seq data and motifs. Next, we used a motif matching tool based on the MOODS C++ library [64] to find MPBS. We determined a bit-score cut-off threshold by applying the dynamic programming approach described by [65] with an FPR of 10^−4^. Then, we created labels by combining MBPSs with ChIP-seq data for every TF. Specifically, MPBSs with ChIP-seq evidence (MPBS located within 100 bp from the ChIP-seq peak summit) are considered true binding sites and MPBSs without ChIP-seq evidence are considered false binding sites. Footprint/MPBS pairs supported by ChIP-seq peaks are considered true positives (TP), while footprints with no ChIP-seq support are considered false positives (FP). TN and FN are defined accordingly. We rank the predictions for all methods by tag count (TC) as this has been shown to be the best method for ranking predictions [8].

To assess the accuracy, we created receiver operating characteristic (ROC) curves and evaluated area under ROC at 100%, 10%, and 1% FPR by using the contingency table (TPs, FPs, TNs, and FNs). We also measured the area under Precision-Recall (auPRC) at 100%, 10%, and 1% recall as these measures are more suitable for data with skew on negative classes [66, 67]. As the relative performance of methods might vary on distinct evaluation measures, we combine these with the approach used in the ENCODE-DREAM Challenge (https://www.synapse.org/#!Synapse:syn6131484/wiki/405275). This score is equal to the sum over all six normalized ranking measures of −*log*(*r*/(*N*+1)) where r is the rank of an algorithm for a specific performance measure (e.g., auROC) and N is the total number of methods. Therefore, best measures should have a high ranking in several of the evaluated measures.

#### Evaluation data sets

We divided our evaluation data in three distinct sets. The first set (training dataset) is composed of 32 TFs ChIP-seq from the GM12878 and different ATAC/DNase-seq data. To evaluate bias correction methods, we used ATAC-seq data from standard protocol based on 50.000 cells [5], Omni protocol [6], Fast protocol [28], and naked DNA [21]. We also used DNase-seq (single hit) of the same cell line from ENCODE and naked DNase-seq from [30] to evaluate the impact of novel bias correction strategies on DNase-seq data. In addition, we included double-hit DNase-seq of GM12878 to evaluate HMM learning strategies. The next data set (test dataset) is based on 148 combinations of TF ChIP-seq and ATAC-seq experiments from H1-ESC and K562 cells. This data set was used to compare HINT-ATAC with other footprinting methods. ATAC-seq data K562 from 50.000 cells from [14] and combined single cell ATAC-seq data from H1-ESC and K562 cells [33] and Omni-ATAC K562 cells from [6]. In above analyses, we excluded the TF ChIP-seq data from EGR1, which was used as label for the model (see Additional file 2 for full description of ATAC/DNase-seq data).

Finally, for the comparative evaluation of ATAC-seq and DNase-seq protocols, we defined a comprehensive data set by combining all TF-ChIP data (124) from previous data sets. This dataset is further enhanced by using single cell ATAC-seq libraries (GM12827, K562). We also annotated transcription factors regarding their structural family in accordance to JASPAR [39]. For statistical power, we only kept families with more than 10 annotated TFs. Concerning the comparison of footprinting performance on enhancer versus promoter regions, we obtained histone based segmentation of the corresponding cells with chromHMM [35] for GM1878 and K562 cells. We combined all states associated with enhancer or promoter regions which were used to split our TFBS prediction sets into two (Additional file 1: Table S31).

Statistical comparison of computational methods regarding TF binding sites was performed with the non-parametric Friedman-Nemenyi hypothesis test. Such a test provides a rank of the methods as well as the statistical significance of the out-performance of a particular method. Comparisons based on non-paired distributions were performed with the Wilcoxon rank sum test. All reported *p* values based on multi-comparison tests were corrected using the Benjamini-Hochberg method.

## Additional files

Additional file 1 Supplementary methods, figures and tables.

Additional file 2 Description of ATAC-seq and DNase-seq data.

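For each library, Additional file 2 lists the cell type, the number of cells, the protocol, the number of reads with first and second mates counted separately, the number of peaks, the reads in peaks and the fraction of reads in peaks (FRiP), a common measure of how much of a library comes from open chromatin. The numbers of peaks it gives for cDC1 and pDC equal the numbers of lines in the deposited peak lists, so a peak there is a summit and not an interval. The lists held 10521 more lines than intervals in cDC1 and 8000 more in pDC.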

How the deposited data were processed for this re-analysis (not part of the article)

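Omni-ATAC-seq libraries of mouse bone-marrow-derived cDC1 and pDC, sorted by surface markers, were analysed, with 2 replicate samples per cell type and 50000 cells per library. The sources used here do not say whether the replicates came from separate cultures or animals. The authors merged the replicates, so that 1 peak list and 1 footprint list per cell type were deposited and the unit of comparison is 1 merged library. The paper gives 224602046 reads for cDC1 and 128632344 for pDC.

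As the paper's methods describe, the authors trimmed reads with Trim Galore, aligned them to mm9 with Bowtie2, removed duplicates and reads of low alignment quality with samtools and called peaks with MACS2; the submitters' processing notes name the same tools, and versions are not given in the sources used here. The general methods give mm10 for mouse data, while the paragraph on dendritic cells and the processing notes give mm9. Positions in the lists go past the end of the GRCm38 sequence on 8 of 21 chromosomes, so they were taken as mm9. In the peak lists, the authors' deposited fold enrichment is a ratio over the MACS2 background, and the deposited −log10 q is that of MACS2, both per summit. In the footprint lists, the deposited value per footprint was read as a tag count that the authors did not scale for library size; the grounds are its whole numbers, its higher mean in the library with more reads in peaks and its smooth course along the genome. The window of counting is not given in the sources used here.

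From the deposited lists, lines with the same start and end were joined into intervals, with the largest −log10 q of their summits. Intervals were called shared at an overlap of at least 1 bp, footprints at an overlap of at least 50% of their bases, and pairs of footprints for the comparison of tag counts at 50% of both. Pairs were made 1 to 1, the pair with the most shared bases first. Tag count ratios were divided by their median, and a region was called different at 2-fold or more. The design set before the data were examined used tag counts within their own list only; the comparison between cell types was added once the values had been seen to be unscaled counts. A control for footprint sharing mirrored each footprint about the middle of the segment open in both cell types, for segments of at least 100 bp. Overlaps were computed with bedtools 2.31.1, and the rest with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; figures were drawn with matplotlib 3.10.9. The steps were tested on simulated data: of 8050 simulated pairs of footprints, all 200 with a 4-fold change were recovered at the 2-fold limit and 2 of 7850 unchanged ones passed it, and among 20000 simulated footprints a true sharing of 40.2% was found as 40.2%.

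No p-value was computed, since each cell type has 1 merged library. Shares are given with 95% Wilson intervals and ratios of tag counts of a single footprint with exact 95% intervals; both cover counting error only, and neighbouring intervals and footprints are not independent. Reads are PCR products without molecular identifiers, which these intervals do not cover either. Both ends of a paired-end fragment may have been counted, so tags need not be independent and the intervals of ratios may be too narrow.

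The regions named were chosen by a rule set before the data were examined: in each cell type, the 5 regions found only there with the largest −log10 q and the 5 with the most footprints, and the 5 merged regions open in both cell types with the most footprints, with ties broken by genome position. Regions with the most footprints in one cell type are summarised by their range after the first. The settings and alternatives were also set before the data were examined, apart from those named as added later where their effect is given. Results that need gene names or sequences (open chromatin at gene lists, motifs in footprints and motif matches in peaks and in footprints) were planned but not computed, because an mm9 genome, its annotation and the motif matrices were not used here. The activity of single factors, Wellington footprints, ChIP-seq and gene expression were not analysed here.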

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

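The share of footprints at the right ends of intervals, the comparison weighted by tag count and width, the comparison of read totals and the scaling by all reads were chosen only after the result was seen; the other tests below were set before it.

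Chromosome Y, which the paper leaves out of its analyses, had 9 peaks in cDC1 and 7 in pDC. The paper's q-value limit of 10 has no stated unit. If it is a −log10 q, 21118 intervals in cDC1 and 21326 in pDC, with 84814 and 95644 footprints, lie at or below it, which the paper's main text does not discuss; if it is the MACS2 score, about 10 times as large, no listed peak does. A further feature that the paper's main text does not discuss is the number of footprints that end exactly at the right end of an interval, 19265 in cDC1 and 14240 in pDC.

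To weigh depth, the highest tag count of each of the 42640 open chromatin intervals found in cDC1 only was divided by the ratio of reads in peaks, 3.72; in 10127 of them (23.75%, Wilson interval 23.3 to 24.2%) it stayed above 65, the first quartile of pDC intervals, which argues against fewer reads in pDC as the cause for these (with the ratio of all reads, 1.75, the share was 59.3%). For the other 32513 intervals the lower depth of pDC stays open, and 67.1% of shared cDC1 intervals passed the same limit. The ratio of 3.72 is not one of depth alone, since 34.0% of cDC1 reads lay in peaks against 16.0% in pDC. Its cDC1 reads also include those in the intervals tested. Whether the lower share of reads in peaks in pDC kept intervals out of its list was not tested. For the 10254 intervals found in pDC only, fewer reads in cDC1 are excluded by the read totals, which were 1.75 times as high in cDC1 for all reads and 3.72 times for reads in peaks. In the test set before, the pDC tag counts were multiplied by the latter ratio, and 96.9% of the intervals found in pDC only passed. With the ratio of all reads, 63.6% did. This test decides nothing, since nearly every pDC interval passed it with the latter ratio, among them 98.4% of the shared ones. A difference between the cell types themselves stays open as untested, since each has 1 merged library.

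Footprints that end at the right end of an interval were far more frequent than footprints that start at the left end, 254 in cDC1 and 177 in pDC. The right end held 98.73% of both kinds (98.6 to 98.8%), which argues against proteins bound at the edges of open regions, since these would have no preferred side. Where the other cell type's interval went on at least 50 bp further, 18.2% of the footprints at the right end were shared with that cell type, against 39.9% of other footprints in the last 100 bp; weighted to the same tag counts and widths, the latter share was 31.8% in cDC1 and 33.1% in pDC, against 18.4% and 18.1% at the right end. A candidate explanation is that the decoding of states stops at the boundary of the interval and leaves an open footprint there. The decoding itself was not run here.

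The number of footprints dropped from 3739 at a width of 49 bp to 718 at 50 bp in cDC1, and from 2693 to 558 in pDC. If longer footprints were divided at a length limit, neighbours 0 or 1 bp apart would have a joint length of 50 bp or more especially often. They had it in 33.7% of 173555 pairs, against 35.4% of 120182 neighbours 2 to 4 bp apart, so no excess was seen. If the gap counts in the joint length, wider gaps raise the latter share by an amount that was not measured. A small excess is therefore not excluded. No biological explanation was tested, and the drop stays unexplained.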

How the results depend on the processing

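No paired analysis was possible because the deposited lists hold only the merged replicates of each cell type; for the same reason leaving out a replicate was not run. The alternatives for motifs and gene lists were not run either. Of 198 values of 32 results under 19 alternatives, 104 stayed within the Wilson interval of a share or within 1.5 times of any other value, and 94 moved. The settings at a −log10 q over 10, without footprints at the right end, with footprints 0 or 1 bp apart joined, and with other scalings were chosen after seeing the data. Without chromosome X, and after merging overlapping peaks, no value moved. Stricter q limits lower the counts and raise the median −log10 q by their construction. The same limits lowered the share of shared intervals in cDC1 and raised it in pDC. The limit of 50 kept 35647 cDC1 but only 9429 pDC peaks, so the longer cDC1 list could share only a small part. The contrast between the cell types, also in footprint shares, therefore follows largely from the list lengths. Changes in the regions at least 2-fold higher that follow from one q limit for both lists are named below, as are changes that follow from equal list lengths. For the other changes the cause was not tested. Which footprints the lower depth of pDC keeps out of its list was not tested.

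At a −log10 q of at least 20 and of at least 50, peaks numbered 54975 and 35647 in cDC1 and 22102 and 9429 in pDC. The median −log10 q was 80.8 and 140.7 in cDC1 and 45.3 and 79.6 in pDC, and the median width in pDC 648 and 784 bp. Shared intervals made up 34.0% and 24.0% in cDC1 and 82.2% and 85.9% in pDC, and merged regions open in both 31.5% and 23.0%. Footprints numbered 159263 and 78972 in pDC, and 265367 in cDC1 at the stricter limit. The median tag count was 338 and 475 in cDC1 and 185 and 272 in pDC. Intervals with a footprint made up 99.2% and 99.3% in cDC1 and 99.5% and 99.6% in pDC. Footprints shared were 22.2% and 17.0% in cDC1 and 47.7% and 54.1% in pDC. Regions at least 2-fold higher numbered 428 and 33 in cDC1 and 1384 and 442 in pDC. One limit for both lists tends to drop regions with few pDC tags, so a larger fall in cDC1 is built into it.

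At a −log10 q over 10, pDC had 33854 peaks, the median −log10 q was 54.6 in cDC1 and 30.0 in pDC, shared intervals made up 39.8% and 81.5%, and merged regions open in both 36.3%. Intervals with a footprint made up 98.9% and 99.2%, and footprints shared 24.4% and 44.6%. In cDC1 1188 regions were at least 2-fold higher and in pDC 2253, and this limit acts on these numbers in the same way.

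With footprints at or above the median tag count, footprints numbered 257477 in cDC1 and 156938 in pDC, with a median tag count of 493 and 189 and 3.08 and 3.02 per interval. Intervals with a footprint made up 49.8% and 52.3%, footprints shared 32.4% and 49.5%, peak bases per footprint base were 8.57 and 8.15, and 673 and 900 regions were at least 2-fold higher. In segments open in both cell types the shares were 42.4% and 56.2%, and 18.5% and 24.1% when mirrored.

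With the cDC1 list limited to the length of the pDC list, shared intervals made up 65.5% in cDC1 and 67.1% in pDC, and footprints shared 38.0% and 34.8%. This turned the order of the footprint shares. At equal lengths the shares compare only the numbers shared. With the full lists these were similar for intervals and higher in cDC1 for footprints, so neither change is a separate result. Regions at least 2-fold higher then numbered 2500 in cDC1 and 1569 in pDC, against 2850 and 4016. Their order turned as well, with the fall in pDC built into leaving out the cDC1 footprints with few tags. Shared intervals made up 79.8% of pDC when 50% of either interval had to be covered, and 42.8% of cDC1 and 69.0% of pDC when 50% of both had to be.

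Footprints shared made up 33.1% in cDC1 and 51.9% in pDC at an overlap of at least 1 bp, 17.8% and 29.2% at 50% of both footprints, 17.1% and 24.4% at 90%, and 45.1% and 48.4% inside shared intervals. With neighbours 0 or 1 bp apart joined they were 25.3% and 38.4%. Without footprints at the right end they were 27.5% and 41.9%, intervals with a footprint 97.81% and 97.81%, the mirrored share in cDC1 27.1% and the share in common segments in pDC 52.0%. Counted only when wholly inside, 99.3% of cDC1 and 99.2% of pDC footprints lay in an interval, and 98.2% of cDC1 intervals held one. Scaled by all reads, 13653 regions were at least 2-fold higher in cDC1 and 1071 in pDC.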

Differences from the paper's values

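The numbers of peaks in the deposited lists, 94222 in cDC1 and 59941 in pDC, match those of Additional file 2 of the paper. Merging overlapping peaks (83701 and 51941) and leaving out chromosome X (92200 and 58940) kept them within 1.5 times, and −log10 q limits of 20 and 50, both stricter than the stated one in either unit, did not.

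The general methods state that overlapping peaks were merged and filtered by q-value. In the lists, intervals with several summits stand as repeated lines, and 25.2% of cDC1 and 41.1% of pDC intervals have a −log10 q of 10 or less. The unit of the paper's limit of 10 is not stated. If it is the MACS2 score, about 10 times the −log10 q, every listed peak passes, as the lowest score is 13 in both lists, and the lists do not depart from the methods here. With peaks over a −log10 q of 10, the other reading and an alternative chosen after seeing the values, 69620 cDC1 and 33854 pDC peaks remained, the latter less than the paper's 59941 by more than 1.5 times. The methods also state that chromosome Y was removed, and the lists hold 9 cDC1 and 7 pDC peaks there. They give mm10 for mouse data in general and mm9 for the dendritic cells, and the positions exclude mm10.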

Other observations

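All regions in this part were chosen after their values were seen. Intervals found in one cell type only lay close together in places. In cDC1, the 100 kb bin with the most of them was on chromosome 14 from 33800001 to 33900000, with 19 intervals found in cDC1 only, no pDC interval and 72 footprints. These 19 were weak, with a median −log10 q of 7.12. The next bins were on chromosome 8 from 85600001 to 85700000, with 18 such intervals and 7 of pDC, chromosome 1 from 140800001 to 140900000, with 17 and 5, chromosome 16 from 36600001 to 36700000, with 17 and 2, and chromosome 10 from 19200001 to 19300000, with 16 and 5, at medians of 14.3 to 24.0. In pDC the highest number per bin was 9, on chromosome 11 from 79400001 to 79500000, where cDC1 had 19 intervals, and on chromosome 8 from 125200001 to 125300000, where cDC1 had 17, at medians of 8.69 and 5.92.

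Each of the 31914 regions with a pair of footprints that shared at least 50% of their bases was ranked by its pair with the most tags. Among these pairs, the lowest ratio of cDC1 to pDC tag counts was at a footprint on chromosome 1 from 136229558 to 136229588, with 60 tags in cDC1 and 548 in pDC. Scaled by the median ratio, this is 29.9-fold higher in pDC (exact 95% interval 22.9 to 39.7, for counting error only). Next came chromosome 9 from 112110441 to 112110468 and chromosome 2 from 101871133 to 101871146, at 28.2-fold and 28.0-fold higher. The highest ratio was at a footprint on chromosome 11 from 34289616 to 34289649, which had 1309 tags in cDC1 and 36 in pDC, 11.1-fold higher in cDC1 after scaling (7.98 to 15.9). It was followed by chromosome 9 from 51826719 to 51826731 at 10.3-fold and chromosome 16 from 31550682 to 31550699 at 9.91-fold. Which of these ends lies farther out depends on the scaling: divided by the ratio of all reads, the first footprint on chromosome 1 was 15.9-fold higher in pDC and that on chromosome 11 20.8-fold higher in cDC1. The ranking leaves out regions open in one cell type only, 7916 regions with footprints in both but no such pair, and the other pairs of the ranked regions. Over all 91319 pairs, the lowest ratio was on chromosome 9 from 112110411 to 112110439, 37.1-fold higher in pDC after scaling by the median ratio, and the highest on chromosome 11 from 34289739 to 34289771, 11.9-fold higher in cDC1.

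On chromosome X, the median scaled log2 ratio of cDC1 to pDC tag counts was 0.11 over 557 regions with such a pair, whereas the medians of the 19 autosomes lay between -0.04 and 0.02. Single regions varied more, with a standard deviation of 0.88 over all 31914 regions. Which animals or sexes the cells came from is not given in the sources used here, and the difference was not tested. Shared intervals on chromosome Y had a −log10 q of up to 172.5 in cDC1 and 48.6 in pDC, so both libraries held reads from it. The share of male cells was not measured. On chromosome Y, 3 regions had such a pair, with a median scaled log2 ratio of 0.14, too few regions for a comparison.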
